A study of Homo sapiens with 3 samples. Its data were reported in "CDX1 and CDX2 suppress colon cancer stemness by inhibiting β-catenin-facilitated formation of Pol II–DSIF–PAF1C complex" (2025).

How the data were processed

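Gene expression was measured on 3 2-colour TORAY 3D-Gene arrays in DLD1-TetOff clones. Per the labels, cells were kept in medium with 0.5 µg/mL DOX, and mouse Cdx1 or Cdx2 was induced by its withdrawal. RNA was amplified to amino allyl aRNA and coupled to Cy dyes. Each group (Cdx1 12 h, Cdx1 24 h, Cdx2 24 h) held 1 array, and nothing states that the cultures were replicated, so p-values over the 3 arrays measure the spread between 3 different sets of cells. Of these sets, 2 were of Cdx1 cells.

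The scanner files deposited by the authors hold spot intensity (median brightness) at 635 nm (Cy5) and 532 nm (Cy3) with no background subtracted. The scanner model and software are not given in the sources used here. The background column of these deposited files followed the brightness of the spots themselves (rank correlations of 0.94, 0.88 and 0.96 in Cy5) and was not used as background. The authors' deposited value table holds log2 values, which were found by comparison to be log2 of Cy3 over Cy5 after subtraction of the blank-spot mean, centred on a median of 0 on each array, with 21246, 21123 and 21400 values filled. Its scale, centring and direction were thus found from the values, and its stated processing was not used here.

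Intensities were corrected by normexp without local background, with an offset of 50, and normalized by loess within each array (span 0.3, control spots with weight 0) in limma 3.58.1 under R 4.3.3. Flagged spots (1, 6 and 3 probes) were left out. A probe was above background where it exceeded the trimmed mean of 2680 blank spots (5% off each end) by 2 SD. This rule gave the same filled and empty cells as the value table for 24460 of 24460 probes on each array. The offset shrinks the ratios of dim probes. A gene was the mean of its probes above background in at least 1 channel on every array. The platform annotation gave 1 symbol for 20236 probes, several for none and no symbol for 4224. Symbols were checked against RefSeq gene names of assembly GRCh38.p14: 17238 probes carried a current symbol, 2899 were updated, 98 were ambiguous and kept, and 1 had no match. As the arrays name no build, no coordinates are given.

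As a guide to technical spread, the 2004 genes with 2 usable probes had an SD between probes of 0.204, 0.217 and 0.174 on the log2 scale. Of all gene probes, 1, 1 and 0 were saturated in Cy5 and none in Cy3.

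Change shared by the 3 arrays was tested with limma (intercept, two-sided, Benjamini-Hochberg), and Cdx2 against the mean of both Cdx1 arrays with 1 residual degree of freedom. Counts of genes changed at least 2-fold on 1 array carry no test. Of 30 gene lists fixed beforehand, 27 with at least 5 measured genes were tested with camera (preset correlation 0.01), with an estimated correlation and fry as alternatives, and each list's median was placed among 10000 random lists matched on intensity in 10 bins. Camera sets a list against the other genes, whereas fry asks whether its ratios differ from 0, so fry is not a check of the same question. Genes named in the text were taken by a rule written before the data were examined: all members of the Cdx, ID/MYC and stemness lists, the 10 highest and 10 lowest called genes above background in both channels, the 5 highest and 5 lowest of each array, the 5 largest differences each way at 24 h between Cdx2 and Cdx1 and between 24 h and 12 h of Cdx1, and up to 4 members of each other list. Exceptions are CDH17 and genes of a run of neighbouring genes, which were named after the data were seen. Alternatives planned beforehand were median centring without loess, the file's background column, offsets of 0 and 200, the authors' values, other filters on dim genes, the brightest probe, a 1.5-fold threshold, other variance models, a minimum fold of 1.2 and each array left out in turn. Subtraction of the blank mean before loess was added after the data were seen.

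The fit was tested on simulated log2 ratios of 16039 genes, drawn independently around 0. Their spread was the one that limma had fitted for change shared by the 3 arrays. Background correction, loess, the averaging of probes and dye effects were not simulated. Of genes changed by 0.5, 1 and 2 on the log2 scale on all 3 arrays, 60.9%, 91.9% and 100% were recovered, and 5 of 15839 unchanged genes were called. These shares hold under limma's own model and do not give the rate of false calls in the real arrays.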

Results

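To examine how gene expression changed when CDX homeoproteins were expressed in colon cancer cells, RNA was compared on 3 2-colour TORAY 3D-Gene arrays. DLD1 is a human colorectal adenocarcinoma line, and its TetOff clones express FLAG-tagged mouse Cdx1 or Cdx2 once doxycycline (DOX) is withdrawn from the medium. Each array set induced cells against non-induced cells of the same clone, and there was 1 array for Cdx1 at 12 h, 1 for Cdx1 at 24 h and 1 for Cdx2 at 24 h. There were no replicates within a group and no dye-swapped array. Of 24460 gene probes per array, 86.9%, 86.4% and 87.5% stood above the blank spots in both channels. After probes were joined by gene, 16039 genes were tested over the 3 arrays, and the number of arrays limits the precision of every value.

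All ratios are given as Cy3 over Cy5, which is likely induced over non-induced cells. The sample titles, the source names with their dyes and the study's figure legend agree on this direction, whereas the cell line entry of each channel states the opposite. The study's own qPCR and protein measurements of MYC and stemness genes also ran the way the titles say. If the cell line entries were right, every sign below would turn. The CDX2 probe had log2 ratios of -0.46 and 0.03 on the Cdx1 arrays at 12 and 24 h and 0.64 on the Cdx2 array. The CDX1 probe lay at -0.06, -0.00 and -0.03, and CDX4 at 0.01, 0.03 and 0.04. Because the expressed proteins were of mouse origin, human probes may not read them, so a flat CDX1 value checks nothing.

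The first comparison asked whether the ID genes, MYC and genes linked to cancer stemness moved upon Cdx1 or Cdx2 expression. ID1 and ID3, inhibitors of DNA binding by basic helix-loop-helix factors, fell on all 3 arrays. ID1 had log2 ratios of -2.89 and -2.93 with Cdx1 at 12 and 24 h and -1.92 with Cdx2, with a mean of -2.58 ± 0.23 (SE, limma adjusted p = 0.0077). ID1 was thus 86.5%, 86.9% and 73.6% lower, and ID3 was 74.5%, 70.8% and 57.4% lower. ID2 fell as well (mean log2 ratio -1.32 ± 0.10, SE, limma adjusted p = 0.00674), while ID4, close to background, lay at 0.02. MYC, a transcription factor of cell growth, had a mean log2 ratio of -1.14 ± 0.10 (SE, limma adjusted p = 0.00744) over 2 probes that disagreed. Its bright probe gave -2.35, -2.54 and -1.78 on the 3 arrays, and its other probe, near background, gave -0.08, -0.11 and 0.00. MYC was thus 80.4%, 82.8% and 70.9% lower by its bright probe. Averaged with the probe near background, it was 56.9%, 60.1% and 46% lower.

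Of 13 measured genes with qPCR primers in the study, taken here as its stemness genes, 10 fell, 1 rose and 2 did not pass the test. Adjusted over the list alone, 11 fell and 1 rose. The list follows the study's choice of qPCR primers and holds ID1, ID3 and MYC, so it is not independent evidence of a direction. KRT20, which also had primers there and rose (0.70), was left out of the list. LGR5, a marker of intestinal stem cells, fell by 0.51 on the log2 scale (SE 0.07, limma adjusted p = 0.014), and SOX9, a crypt transcription factor, fell by 1.02. ALDH1B1, ASCL2, PHLDA1, ZNRF3 and RNF43 also fell, with mean log2 ratios of -0.95, -0.57, -0.59, -0.37 and -0.33. RNF43 was dim, with Cy3 of 79.2, 80.5 and 78.1 on the 3 arrays against background thresholds of 62, 68.1 and 55.3. CD44, a surface glycoprotein, had -0.54, -0.89 and -0.19 on the 3 arrays and missed the threshold (limma adjusted p = 0.0552). It was dimmer by 1.03 on the log2 scale of Cy5 in the non-induced Cdx2 clone, and the offset shrinks ratios of dim probes more. EPHB2 had a mean of -0.02. BMI1, a Polycomb protein, rose (mean log2 ratio 1.01 ± 0.16, SE, limma adjusted p = 0.0168). The list was called lower by camera (adjusted p = 6.25e-05), but not with an estimated correlation (adjusted p = 0.513).

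**Figure D1:**
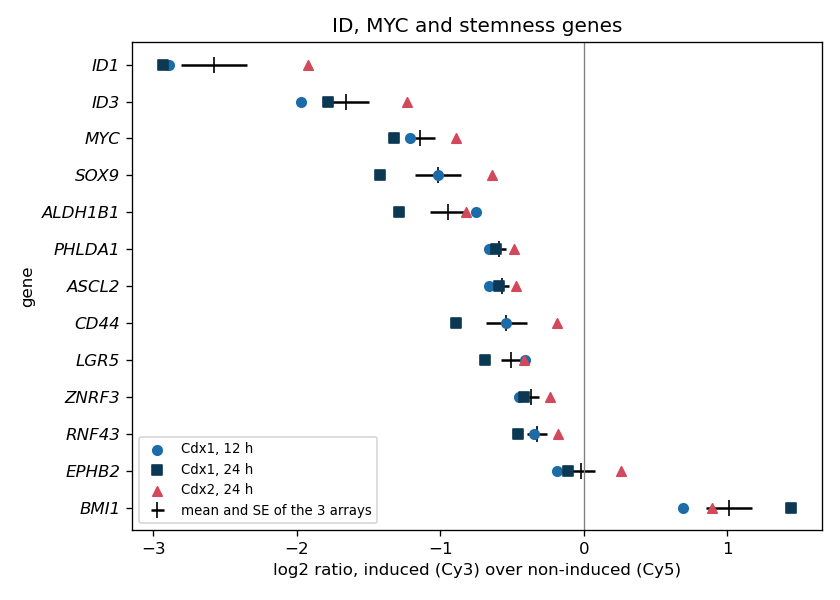
Log2 ratios of induced over non-induced cells (x axis) for ID, MYC and stemness genes (y axis), with 1 symbol per array and a bar for the mean and SE of the 3 arrays. ID1 sits lowest, with a mean of -2.58, BMI1 is the gene to the right of 0 on all 3 arrays, and MYC is the mean of 2 probes that disagreed.

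The next comparison asked which genes moved the same way in all 3 sets of cells. Among the genes that fell most, CLDN4, a tight junction protein, had a mean log2 ratio of -2.37 ± 0.23 (SE), DDIT4, an inhibitor of mTORC1 signalling, -2.18 ± 0.28, and SLC2A1, the glucose transporter GLUT1, -1.88 ± 0.14. KRT18, an epithelial keratin, TNFRSF12A, a receptor of the TNF family, SFN (14-3-3 sigma) and IGFL4 fell by 1.87, 1.87, 1.65 and 1.45 on the log2 scale. RPS2, a ribosomal protein gene, was saturated in Cy5 on both Cdx1 arrays, so its fold there is uncertain. After loess it was 3.05-fold and 2.79-fold lower, which is more than its intensities alone gave. IMPA1, inositol monophosphatase, rose most, with log2 ratios of 3.04, 3.48 and 2.92. It was followed by RGN (regucalcin, mean log2 ratio 2.99 ± 0.36, SE), SERPINI1 (neuroserpin, 2.72 ± 0.24), GPATCH11 (2.26), ETFRF1 (2.08), ODF2L (2.03), LCAT (2.01), DSC2 (1.88), TOR2A (1.82) and BCAP29 (1.82). The rises of LCAT and TOR2A were uneven and under 2-fold with Cdx2. LCAT had 3.10, 2.09 and 0.84 on the 3 arrays (SE 0.45), and TOR2A 2.89, 1.91 and 0.66 (SE 0.44).

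With limma's moderated test over the 3 arrays, 2999 genes were higher and 1937 lower at an adjusted p under 0.05, of 16039 tested. Of these, 172 were at least 2-fold higher on average and 62 at least 2-fold lower. The test took the 3 arrays as independent, although 2 were of Cdx1 cells. The same dye marked the induced cells on every array, and DOX was absent from them on every array, so neither a dye effect nor DOX itself was separated from Cdx expression here. With arrays centred without loess 6376 genes were called higher, and with the file's own background column, which followed spot brightness, 3 were higher and 0 lower. Leaving out 1 array moved these counts by over 1.5 times: without the Cdx1 12 h array 1391 genes were higher and 710 lower, without the Cdx1 24 h array 1815 and 943, and without the Cdx2 array 1196 were lower.

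Gene lists fixed before the data were examined were then compared. Of 35 MYC target and ribosome biogenesis genes, 28 fell, none rose and 7 did not pass, and 29 fell when adjusted over the list alone. SRM (spermidine synthase), NPM1 (nucleophosmin), NOP16 and RRP9 had mean log2 ratios of -1.42, -1.07, -1.06 and -1.04. Camera called the list lower (adjusted p = 1.07e-13), which did not hold with an estimated correlation (adjusted p = 0.513). The Wnt/beta-catenin target list shares LGR5, ASCL2, ZNRF3, RNF43, MYC, SOX9, CD44 and EPHB2 with the stemness list, so it repeats that list in part. Of its 34 measured genes, 15 fell and none rose, or 18 adjusted over the list alone. Among them BMP4, a secreted morphogen, fell by 1.39 and AXIN2, a feedback inhibitor of the pathway, by 1.13 on the log2 scale (camera adjusted p = 6.25e-05, and adjusted p = 0.513 with an estimated correlation).

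Of 21 integrated stress response genes, 10 fell and none rose, or 13 adjusted over the list alone. DDIT4, GDF15, TRIB3 and CHAC1 had mean log2 ratios of -2.18, -1.33, -1.33 and -1.23, where 1 of the 2 GDF15 probes lay near background and did not move. The list's medians were -0.21 and -0.64 with Cdx1 at 12 and 24 h and -0.86 with Cdx2 (camera adjusted p = 9.37e-05, and adjusted p = 0.513 with an estimated correlation). Of 16 Notch genes 4 fell and none rose, also adjusted over the list alone, namely HES1 (-1.07), JAG1 (-0.96), HES4 (-0.52) and JAG2 (-0.41), with an adjusted p = 0.0123 by camera and 0.513 with an estimated correlation. Of 24 immediate early genes 8 fell and none rose, also adjusted over the list alone, including DUSP5 (-0.72), with an adjusted p = 0.0105 by camera and 0.513 with an estimated correlation. IER3, of that list, had a mean of -0.62 over 2 probes of opposite sign. Its bright probe gave -2.01, -1.63 and -1.06 on the 3 arrays, and its other probe, near background, gave 0.12, 0.41 and 0.45. Of 15 cholesterol synthesis genes 6 fell, such as SQLE (-0.87) and DHCR7 (-0.67), and 1, STARD4, rose (0.75), or 9 and 1 adjusted over the list alone, with an adjusted p = 0.0287 by camera and 0.557 with an estimated correlation. Of 16 housekeeping genes 7 fell and 1 rose, or 9 and 1 adjusted over the list alone (camera adjusted p = 0.00609, and 0.513 with an estimated correlation). ACTG1 had a mean log2 ratio of -1.23 and ACTB -0.61. The medians of the housekeeping, cholesterol and immediate early lists, -0.23, -0.31 and -0.13, turned to 0.28, 0.13 and 0.03 when arrays were centred without loess, and none of the 3 passed there (camera adjusted p = 0.38, 0.692 and 0.38).

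The CDX target and enterocyte lists held genes that rose and genes that fell, and camera called neither. Of 28 measured CDX target genes 5 rose, 6 fell and 17 did not pass, or 5 rose and 7 fell adjusted over the list alone (camera adjusted p = 0.388). DSC2, desmocollin 2, and KRT20, a keratin of differentiated colonocytes, rose by 1.88 and 0.70 on the log2 scale, whereas VIL1 (villin) and ANPEP (aminopeptidase N) fell by 0.79 and 0.71. CDH17, which the study used as a control target of CDX2, had a mean of 0.04 (limma adjusted p = 0.682). Of 33 enterocyte genes 4 rose, with CA2 (carbonic anhydrase 2) at 0.98, and 5 fell (camera adjusted p = 0.198). Both counts also held adjusted over the list alone. The enterocyte list was nevertheless called lower by fry (adjusted p = 0.0291) and by camera when arrays were centred without loess (adjusted p = 0.0213), with medians of -0.05 and -0.10. Camera with an estimated correlation did not call it (adjusted p = 0.513). Fry also called the fibroblast, immune and endothelial list lower (adjusted p = 0.0291, median -0.06), so its call is not particular to enterocyte genes. Of 36 HOX genes 7 rose and 7 fell, also adjusted over the list alone (camera adjusted p = 0.696), with HOXD8 at 0.77, HOXD4 at 0.65, HOXA11 at -1.18 and HOXA10 at -0.68. Of 33 cell cycle genes 7 rose, among them MKI67 (0.92), TTK (0.91), CENPF (0.87) and TOP2A (0.67), and 9 fell, or 7 and 10 adjusted over the list alone (camera adjusted p = 0.557). Of 8 CDK inhibitors 3 rose, namely CDKN2C (1.09), CDKN2B (0.97) and CDKN3 (0.60), and 1 fell, also adjusted over the list alone (camera adjusted p = 0.274). The CDKN2C value rests on 1 probe, as its other probe was below background. Of 29 genes of Pol II, DSIF, NELF and the PAF1 complex, 8 rose and 10 fell, or 8 and 13 adjusted over the list alone (camera adjusted p = 0.137), with CTR9 at 1.12, TCEA1 at 0.87, POLR2K at 0.81 and POLR2I at -0.49 (0.04 when arrays were centred without loess). The cell cycle and Pol II lists reversed without loess and were called higher there, with medians of 0.43 and 0.29 (camera adjusted p = 0.000113 and 0.00484). Of 10 measured markers of fibroblasts, immune and endothelial cells, DCN alone passed the test (-0.15, and 0.12 when centred without loess), and 0 passed adjusted over the list alone. As a list they were called lower by fry (adjusted p = 0.0291) but not by camera (adjusted p = 0.115).

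**Figure D2:**
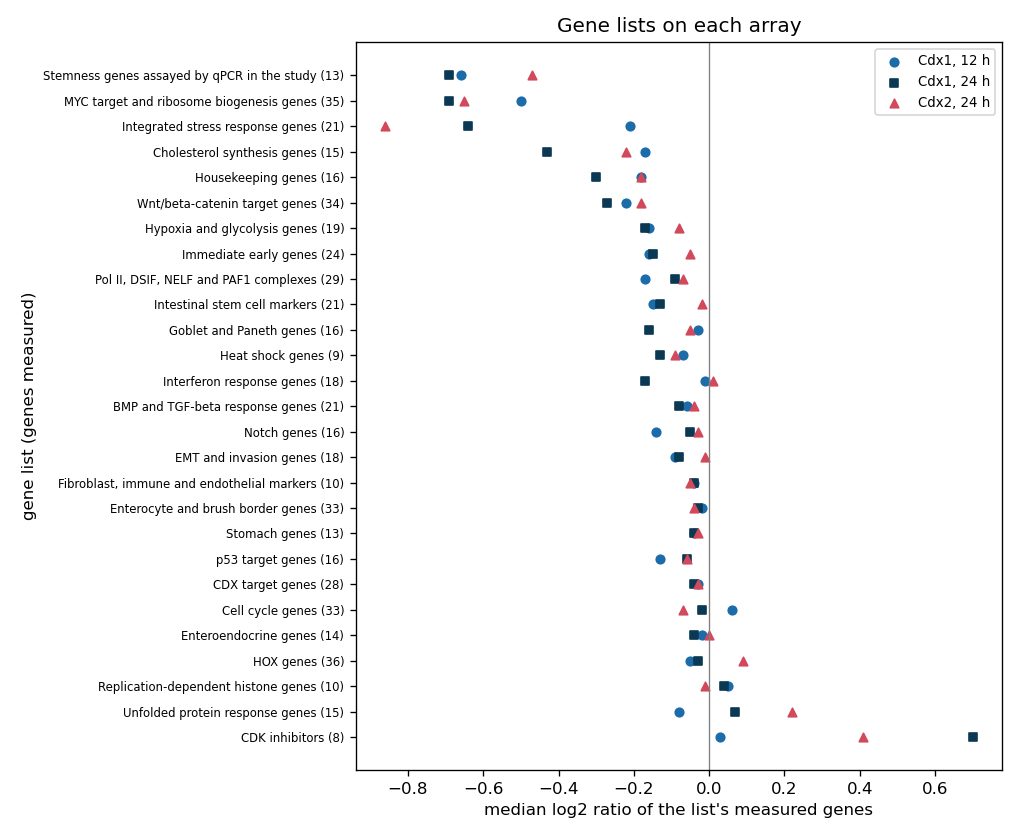
Median log2 ratio (x axis) of the measured genes of each list (y axis, with the number of genes), with 1 symbol per array. Only lists with at least 5 measured genes are shown. Among these, the stemness list and the MYC target list lie farthest below 0 over the 3 arrays, with medians of -0.57 and -0.56, and the medians of the CDX target and enterocyte lists lie near 0.

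On single arrays, 175 genes were at least 2-fold higher and 60 lower with Cdx1 at 12 h, 368 and 143 with Cdx1 at 24 h, and 149 and 40 with Cdx2 at 24 h. These counts carry no test and moved with the processing. When arrays were centred on their medians without loess, 722 were higher and 22 lower, 1325 and 41, and 763 and 5, so that the share of higher genes went from 74.5%, 72% and 78.8% to 97%, 97% and 99.3%. At 12 h LCAT, a cholesterol acyltransferase, had the highest log2 ratio (3.10) and LINC00469 lay at 2.56. At 24 h of Cdx1, CCDC63 reached 3.08 and CARD18 2.53, and MT1B, a metallothionein whose probe may also read related genes, lay at -2.11. CCDC63 rests on 1 of its 2 probes, as the other (0.07) was below background and not used. CARD18 was not above background in both channels on every array. With Cdx2, the chemokines CCL20 and CXCL5 had log2 ratios of 2.55 and -1.77.

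The arrays resembled one another. Across 16039 genes, which are not independent replicates, Pearson's r was 0.85 (Spearman's rho 0.79) between the Cdx1 arrays, 0.81 (0.75) between Cdx1 at 12 h and Cdx2, and 0.85 (0.79) between Cdx1 and Cdx2 at 24 h. A dye effect common to all arrays, which was not excluded, would add to these values. Of 510 genes changed at least 2-fold with Cdx1 at 24 h, 504 had the same sign with Cdx2.

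The last comparison asked where Cdx2 and Cdx1 differed. Setting the Cdx2 array against the mean of both Cdx1 arrays, limma called 0 genes at an adjusted p under 0.05, and 844 genes (5.26%) had an unadjusted p under 0.05, about the share expected by chance. The spread in this fit is the difference between Cdx1 at 12 and 24 h, not that of replicates. In simulated data a difference of 1 on the log2 scale was recovered for 0 of 62 genes and a difference of 2 for 59 of 74. These data had the spread of the shared test, which includes differences between Cdx2 and Cdx1, so the limit of detection here was not measured. Moderate differences may have been missed, so 0 called genes do not show that there were none. At the matched time, without a test, CCL20 had a higher log2 ratio with Cdx2 than with Cdx1 (2.55 against 0.32), as did LY6G6D (0.02 against -2.07) and CCND2, cyclin D2 (-0.36 against -1.72). With Cdx1 at 12 h CCL20 had 1.53. The study's Methods state that Cdx1 was induced faster than Cdx2, so the match is one of hours alone. LY6G6D and CCND2 were also dimmer in the non-induced Cdx2 clone, by 1.11 and 2.08 on the log2 scale of Cy5. CCDC63 (0.26 against 3.08), TBX18 (-0.12 against 1.36), ARSH (0.16 against 1.87) and GALR2 (0.92 against 2.31) had lower ratios with Cdx2. CCDC63 and TBX18 each rest on 1 probe, as their other probe was below background in every channel and not used. Between 12 and 24 h of Cdx1, STOML3 went from 0.65 to 2.31 and TSPAN3 from 0.60 to 2.06, while OLR1 went from -0.05 to -1.55, OASL from -0.65 to -2.04 and CXCL5 from -0.55 to -1.97.

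**Figure D3:**
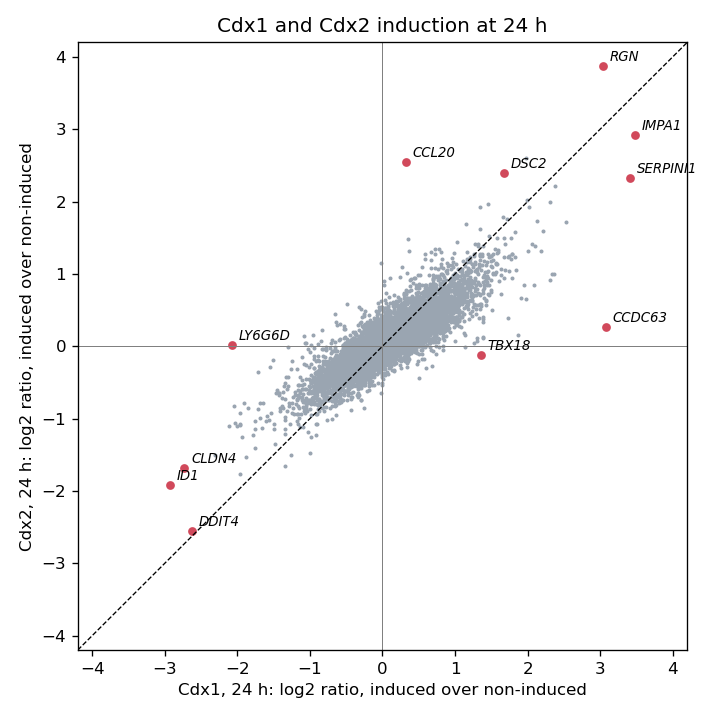
Log2 ratios of induced over non-induced cells at 24 h of Cdx1 (x axis) and of Cdx2 (y axis), with 1 point per gene and the line of equal ratios dashed. Most genes lie along 1 diagonal cloud (Pearson's r 0.85), and CCL20, CCDC63 and LY6G6D are among the named genes far from the line.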

Values the study reported

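The study reported from its arrays that ID1, ID3 and c-MYC were lower by 60-90% at 12 and 24 h of Cdx1 or Cdx2 expression. Its Methods give 12 and 24 h for Cdx1 and 24 h for Cdx2.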

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

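Of the tests weighed here, all were chosen after the results were seen. In 3 named genes the Cdx2 array went the opposite way to both Cdx1 arrays, a difference that was not tested: EPHB2 (0.26 against -0.19 and -0.11), LY6G6D (0.02 against -0.37 and -2.07) and TBX18 (-0.12 against 1.96 and 1.36). In 5 named genes the Cdx1 arrays had opposite signs at 12 and 24 h, again untested: CDX2 (-0.46 and 0.03), TECTA (-0.04 and 1.14), CFTR (0.71 and -0.59), ID4 (-0.01 and 0.06) and TFF1 (0.03 and -0.33). Several of these values lie within the SD between probes of a gene. Of 3681 measured probes without a gene name, which no comparison used, 11 were at least 2-fold changed on all 3 arrays, 8 higher and 3 lower (0.299%, against 0.555% of named probes).

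The shared change of many genes was weighed first. A dye effect of single probes argues for unrelated ratios between probes of a gene, but over 2004 genes with 2 probes Pearson's r was 0.71, and 0.83 for the 792 brighter pairs. A dye effect tied to the transcript, such as its base composition, stays open. Ratios of neighbouring genes correlated at 0.16, above the highest of 100 shuffles (0.02), which a regional base composition or shared regulation could both give. Without a dye-swapped array this cannot be told apart from Cdx expression.

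The fall of the integrated stress response list was weighed next. An intensity trend left after loess is argued against, since the list's median lay at percentile 0.01 of random lists matched on intensity, the lowest such draws can give. Of 21 members, 14 were lower on all 3 arrays. DOX inhibits mitochondrial translation, and its presence in the non-induced cells may raise these genes there. As DOX and Cdx expression changed together on every array, these explanations cannot be told apart. Between the Cdx1 arrays the non-induced channel (Cy5, not normalized between arrays) rose for DDIT4 from 434 at 12 h to 1170 at 24 h. CHAC1 went from 198 to 392, GDF15 from 1420 to 1560 and TRIB3 from 1450 to 1570. The larger falls at 24 h thus came in part with brighter non-induced cells, whose change with time was not tested.

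Falls were smaller on the Cdx2 array than on the Cdx1 24 h array. If all ratios were compressed alike on the Cdx2 array, genes that rose and fell would keep the same fraction. The median fraction was 0.76 for 172 genes that rose and 0.65 for 62 that fell, a difference of 0.11 (95% bootstrap interval 0.02 to 0.19). Without loess the difference was 0.28 (0.20 to 0.36), on the same side of 0. Both intervals treat genes of 1 array per group as independent and leave out the spread between arrays. A shift of the Cdx2 array by -0.09 with loess, or by -0.19 without, would bring the difference to 0, and the choice of centring moved that array's ratios by a median of 0.14. With 1 Cdx2 array the size of such an offset is not known, so compression stays open, as does a weaker induction of Cdx2. Per the study's Methods, Cdx2 was induced more slowly than Cdx1. How far this accounts for the smaller falls was not tested.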

How the results depend on the processing

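Each array holds 1 group, so no setting adds replicates, and dim probes limit all of them: signal over background sets how far their ratios can be read. The test over the 3 arrays was already paired, as each ratio sets induced against non-induced cells on 1 array, so no other pairing was tried. The number of genes at least 2-fold changed depended on the processing. In the order Cdx1 12 h, Cdx1 24 h and Cdx2 24 h it was 235, 511 and 189, and became 744, 1366 and 768 with median centring and no loess, 2001, 2667 and 1160 with the file's background column, 730, 1430 and 694 with an offset of 0, 67, 198 and 64 with an offset of 200, 938, 1845 and 953 with the authors' values, 1396, 2315 and 1364 with the blank mean subtracted (added after seeing the data), and 1329, 2044 and 1016 at 1.5-fold. Genes called higher over the 3 arrays went from 2999 to 6376 with median centring, 1902 with an offset of 200, 679 with a minimum fold of 1.2 and 3 with the background column, and genes called lower from 1937 to 1231 with an offset of 200, 251 with the minimum fold and 0 with the background column. With 1 array left out, which leaves 2 arrays, 1391 to 2227 were higher and 710 to 1196 were lower. The difference between Cdx2 and Cdx1 had 0 genes except with the background column, where it had 52. Lists past the threshold went from 8 to 13 with median centring and 0 with an estimated correlation. Fry, which asks another question, called 4: the MYC target, housekeeping, enterocyte and fibroblast, immune and endothelial lists. The first pair of these were among the 8. Lists in the outer 5% of random lists went from 10 and 14 on the Cdx1 arrays to 5 and 8 with the background column, and from 9 to 14 on the Cdx2 array with the authors' values. The mean r between arrays went from 0.84 to 0.88 with median centring, 0.48 with the background column, 0.77 with an offset of 0, 0.77 with the authors' values and 0.69 with the blank mean subtracted. CDX2 on the Cdx2 array went from 0.64 to 1.15 with median centring and 0.83 with the background column. At 24 h alone, 43 genes differed at least 2-fold between Cdx2 and Cdx1, without a test. Mean log2 ratios that turned sign, and medians of lists that were called in either setting and whose camera direction turned, were, with median centring, CDX4 -0.04, EPHB2 0.17, CFTR 0.48, ID4 -0.22, TFF1 0.14, CCK 0.02, ANXA10 -0.03, DCN 0.12, POLR2I 0.04, XBP1 0.03, SDF2L1 0.15, DNAJB1 0.04, PLAUR 0.03, H1-2 0.33, Pol II, DSIF, NELF and PAF1 complexes 0.29 and Cell cycle genes 0.43 (both now called higher), Cholesterol synthesis genes 0.13, Housekeeping genes 0.28, with the background column, CDX4 -0.55, SOX9 0.46, LY6G6D 0.32, CCL26 0.07, OLR1 0.85, OASL 2.84, TFF1 1.07, ANXA10 -0.06, HOXA10 0.20, POLR2I 3.28, SRM 0.21, JAG1 3.22, IER3 1.30, XBP1 1.70, SDF2L1 0.03, HSPA1B 4.88, HSPA8 0.05, DNAJB1 0.88, CDH1 0.29, H1-2 0.46, with an offset of 200, CFTR 0.01, with the authors' values, IER3 0.18 and, with the blank mean subtracted, IER3 0.13. With median centring the median of the immediate early list also changed sign, to 0.03, and its call ended, while camera's direction stayed lower. Sign changes in medians of lists called in neither setting are not given. The IER3 values average a bright probe and 1 near background, which had opposite signs in the main setting. With 1 array left out, the mean log2 ratio ranged from -0.21 to 0.33 for CDX2, from -0.15 to 0.07 for EPHB2, from -0.02 to 0.56 for TECTA and from -0.38 to 0.28 for CFTR. The cause was not tested, apart from the offset, which by its construction shrinks ratios, and the left-out arrays, which leave fewer values. Over the 14 settings, the other values of single named genes kept their direction, but not always their side of the threshold: the file's background column ended 95 calls, the minimum fold 51, an offset of 200 ended 35, and median centring 19. Without the Cdx1 12 h, Cdx1 24 h and Cdx2 arrays 39, 24 and 16 calls ended, SOX9 and JAG1 among the 39 (limma adjusted p = 0.0716 and 0.0686). Their mean log2 ratios without the Cdx1 12 h array were -1.03 and -0.85, against -1.02 and -0.96 over all 3 arrays.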

Other observations

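Tests of the cilium list, the CDX target list and the first run of neighbouring genes had their bounds written before their results were seen. The widened run was chosen afterwards, and the split of the first run by brightness was not among those bounds. Other gene groups went several ways. Of 15 unfolded protein response genes 4 rose, with DNAJC3 at 0.93 and DNAJB9 at 0.53, and 2 fell, with XBP1 at -0.49 and SDF2L1 at -0.37, which became 0.03 and 0.15 without loess (camera adjusted p = 0.388), with the same counts adjusted over the list alone. Of 16 p53 target genes 4 rose, among them RRM2B (1.22) and MDM2 (0.64), and 5 fell, among them SESN2 (-0.78) and GADD45B (-0.60), with a camera adjusted p = 0.556, or 5 and 5 adjusted over the list alone. Of 18 interferon response genes RIGI rose (0.71) and 5 fell, with IFIT2 at -0.94 and OAS1 at -0.69 (camera adjusted p = 0.38), or 1 and 6 adjusted over the list alone. Of 19 hypoxia and glycolysis genes 8 fell, led by SLC2A1 (-1.88) and ENO1 (-0.73), and 2 rose, among them P4HA1 (0.65), with a camera adjusted p = 0.0575, or 9 and 2 adjusted over the list alone. Of 9 heat shock genes HSPH1 rose (0.57) and 3 fell, with HSPA1B at -0.55 (camera adjusted p = 0.233), or 2 and 3 adjusted over the list alone. Of 21 BMP and TGF-beta response genes 6 fell and 3 rose (0.0758), of 18 EMT and invasion genes 4 fell, with ITGA2 at -0.62, and 1 rose (0.0785), and of 21 stem cell markers 7 fell and 3 rose, with ALCAM at 0.88 (0.0575), each by camera adjusted p. Adjusted over the list alone, 6 fell and 3 rose, 4 and 0, and 8 and 4 in these lists. The genes that fell in the BMP and TGF-beta list include ID1, ID2, ID3 and BMP4, given above, so it repeats those results in part. Of 10 replication-dependent histone genes 2 rose (0.696), of 16 goblet and Paneth genes 2 fell (0.104), of 14 enteroendocrine genes 1 fell (0.556), and of 13 stomach genes none passed (0.198), with the same counts adjusted over the list alone.

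Several strong risers, such as ODF2L, have been tied to cilia. A hypothesis that cilium genes rose as a group was tested on 52 other cilium genes, listed after the ranking had been seen. Of 47 measured, 24 rose and 1 fell, with a median log2 ratio of 0.23. Camera gave an adjusted p = 2.77e-05 over this and the 27 other lists, and the list's median lay near the top of random lists matched on intensity. With an estimated correlation the adjusted p = 0.498, and a dye effect tied to the transcript, left open above, could also give this, so it stays a hypothesis.

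The non-induced cells of both clones differed. CDH17, a CDX target, was brighter in the Cdx2 clone by 1.79 on the log2 scale of Cy5. The 28 CDX target genes, CDH17 included, had a median difference of 0.06, at percentile 99.43 of random lists matched on intensity. Of the 28, 19 were higher. The CDX2 probe was brighter by 0.47 after quantile normalization. Before it, its Cy5 was 369 in the Cdx2 clone, against 356 and 267 on the Cdx1 arrays at 12 and 24 h. The CDX2 difference thus depends on that step and on the Cdx1 array it is set against. A low level of Cdx2 in the presence of DOX may be a cause, but so may any other difference between clones. CDH17 itself did not move on induction, with log2 ratios of 0.15 and -0.08 with Cdx1 and 0.04 with Cdx2. These values give no sign that Cdx2 raised CDH17 in these cells within 24 h.

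A run of neighbouring genes was dimmer in the Cdx2 clone, among them SQLE (-2.81), FAM91A1 (-1.97), WASHC5 (-1.89) and NDUFB9 (-1.87). The running median over 15 genes reached -1.45, against 0.34 at most in 100 shuffles. An error of the Cy5 channel alone is argued against, as the 18 genes of the run had a median difference of -1.27 in Cy3 too, while their induced over non-induced ratios had medians of 0.04, 0.02 and 0.01. A candidate explanation is a different number of copies of the region in the clones, for which at least 80% of the run's genes were to be lower in Cy3. With 72.2% lower the test missed that bound. Members were also split at the median brightness of all genes in Cy5 of the Cdx1 arrays. Of 12 members at or above it 11 were lower in Cy3, and the 6 dimmer ones had a median Cy3 difference of 0.01. This split was not set beforehand, and the same Cy5 values had entered the difference that found the run. It thus decides nothing about copies. After the 72.2% was seen the run was widened, from a running median of 1 to one of 0.5, which gave 33 genes and 81.8%. That value was reached by changing the setting after a miss and does not count in favour of the explanation. MYC lies in the wider run alone, with a Cy5 difference of -0.53, over 2 probes of which 1 lay near background. Its Cy3 difference was -0.01, but MYC fell less with Cdx2 than with Cdx1, so its values decide nothing about copies.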
